A study of Mus musculus with 12 samples. Its data were reported in "BRD9-mediated chromatin remodeling suppresses osteoclastogenesis through negative feedback mechanism" (2023).

How the data were processed

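RNA of C57BL/6 mouse bone marrow-derived monocytes, grown with M-CSF and RANKL, was sequenced in 12 libraries, 3 in each of 4 groups: MR, MR with dBRD9, MR with JQ1, and MR with DEX and iBRD9. The submitters' processing notes name cutadapt for trimming, HISAT2 for alignment to GRCm39 and HTSeq for counting. The deposited table holds a count for each gene and library, and a second set of columns holds FPKM, which the authors computed from the same counts. This was checked: relative to MR library 1, the counts per unit of FPKM agreed to 6 significant digits with the ratio of total counts for all 8430 to 9136 genes with at least 100 counts. The strand setting of the counting is not stated, so genes that overlap others on the opposite strand, such as Nt5dc2 with Stab1, Atp5mk with Pdcd11 and Ppp1r14b with Plcb3, may hold counts of their neighbours, and 15 of the 57 genes named by size overlap another gene. Members of gene families with similar sequences, such as Ifi206, Ifi213, Ifit3, Ifit3b, Slfn4, Gvin1 and Tgtp2, share the same uncertainty.

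The table held 21899 genes, of which 21700 matched GENCODE mouse annotation on GRCm39 by identifier and 199 did not (0.0128 to 0.0159% of the counts). Total counts per library were 14875951 to 18067758. The table was analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 11670, libraries were scaled by TMM, and the groups were compared by the edgeR quasi-likelihood test with robust dispersion in 1 fit of all 12 libraries (8 residual degrees of freedom, prior count 0.125). Genes with an adjusted p under 0.05 by Benjamini and Hochberg were called. CPM are TMM-scaled, and log2 CPM used a prior count of 2. The biological coefficient of variation was 7.29%, against 6.22% in the 9 libraries without JQ1. Between replicates of a group the chi-square per degree of freedom was 3.55 to 15.7 for genes with at least 20 counts in the pair, so over these genes as a whole the replicates spread beyond counting noise. On simulated data with 3 libraries against 3, in a fit of all 12, edgeR called 16, 43, 48 and 50 of 50 genes changed 1.2, 1.5, 2 and 4-fold. It also called 8 of 11470 unchanged genes. The changed genes of these simulations were drawn from those with a mean of at least 50 counts, so genes with fewer counts are not covered.

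The comparisons were dBRD9, JQ1, and DEX and iBRD9 each against MR, and JQ1, and DEX and iBRD9 each against dBRD9. Gene lists were written by hand before the data were examined, as were the comparisons, the rule for naming genes and most alternatives. They were: osteoclast genes; interferon response; cell cycle, S phase; cell cycle, G2 and M phase; Myc targets and ribosome biogenesis; glucocorticoid receptor targets; respiratory chain and ATP synthase; mitochondrially encoded genes; cytosolic ribosomal proteins; glycolysis and hypoxia response; cholesterol synthesis; inflammatory cytokines and chemokines; macrophage genes; lysosome and V-ATPase; BAF complex and BET genes; BET inhibitor response markers; amino acid stress response; MHC class II; and markers of neutrophils, stromal cells and fibroblasts, dendritic cells, mast cells and basophils, endothelial cells and megakaryocytes, B cells, T and NK cells, and erythroid cells. Lists with at least 3 tested members were compared with all other genes by limma camera with a preset correlation of 0.01, and again with an estimated correlation, and p values were adjusted over the lists of a comparison. Limma fry, which tests a list without setting it against other genes, was also run. Mx1, Mx2, Ddit3, Ighm, Igkc and Trac were listed but their identifiers were not in the table, and Ifnb1, Il1b, Il6 and Tnfsf11 did not pass the filter.

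Genes were named by a rule: the 8 largest changes per direction among called genes with a mean of at least 5 CPM and no overlap between the groups' libraries, leaving out predicted genes; a fixed set of BRD9, BET, interferon, osteoclast, glucocorticoid and inflammatory genes; up to 4 called or best-ranked members per direction from each list that camera called or that held a called gene; and markers of other cell types. Alternatives were DESeq2 size factors in edgeR, no filter, a stricter filter (1 CPM in 3 libraries and a mean of 20 counts), the DESeq2 Wald test, a fit of the 6 libraries compared, a minimum fold of 1.2, the threshold of the study's own methods (unadjusted p and a fold of 1.2), an estimated correlation, and leaving out each library in turn. Scaling by total counts only, a fit of 9 libraries without JQ1, and a term for the 7 libraries with at least 100 albumin counts were added after seeing the data. Other data types of the study are not analysed here, and some genes are not reported here.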

Results

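Gene expression was measured by RNA sequencing in bone marrow-derived monocytes (BMDMs) of C57BL/6 mice that were cultured with M-CSF (50 ng/ml) and RANKL (100 ng/ml), the cytokines that drive these precursors toward osteoclasts. There were 4 groups of 3 libraries. The labels of the MR group name the cytokines only. Other groups also received dBRD9, a PROTAC that has BRD9 protein degraded, or JQ1, an inhibitor of the BET bromodomain proteins. The last group also received dexamethasone (DEX) together with iBRD9, an inhibitor of the BRD9 bromodomain. BRD9 is a subunit of the non-canonical BAF chromatin remodeling complex. The comparisons asked which genes respond to loss of BRD9, how BET inhibition differs from it, and what a glucocorticoid with BRD9 inhibition does during osteoclastogenesis. No group received DEX alone or iBRD9 alone, so the effect of either compound could not be separated, and the labels do not say whether the MR cultures received vehicle or whether the replicates were separate cultures.

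The gene counts of MR libraries 1 to 3 summed to 16560196, 18067758 and 15080959, those of the dBRD9 libraries to 16506617, 16954031 and 17153620, those of the JQ1 libraries to 14875951, 17788153 and 16005152, and those of the DEX and iBRD9 libraries to 16986677, 16156043 and 16778338. At this depth 11670 genes were tested, and the biological coefficient of variation over all groups was 7.29%. In the JQ1 libraries the 10 most abundant genes took 13.1 ± 0.622% of the counts (SD, n = 3) against 8.71 ± 0.0355% in MR, and Lyz2, the macrophage lysozyme, alone took 2.98 ± 0.216% against 1.55 ± 0.0138%. Mitochondrially encoded transcripts took 1.90 ± 0.0542% of the counts in MR, 1.95 ± 0.210% in dBRD9, 2.90 ± 0.258% in JQ1 and 2.30 ± 0.214% in the DEX and iBRD9 group. Replicate numbers follow the order of deposition and pair nothing.

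The JQ1 libraries stood apart from all others on the first principal component, which held 73.2% of the variance. On the second component (6.33%), MR library 3 lay at −15.5 beside the dBRD9 libraries (−22.5 to −13.5), and MR libraries 1 and 2 lay at 14.1 and 10.4 beside the DEX and iBRD9 libraries (12.1 to 16.2). The JQ1 libraries lay between them (−1.47 to 3.20). Transcripts of hepatocytes divided the 9 libraries outside JQ1 in the same way. Albumin (Alb) had 738 to 1031 counts in 7 libraries, namely MR library 3 and all dBRD9 and JQ1 libraries, and 0 to 2 counts in the other 5. Apolipoprotein Apoa1 had at least 128 counts in each of the 7 and 0 in each of the 5, and 49 liver genes together took 0.0183 to 0.0259% of the counts in the 7 and 0.00468 to 0.00557% in the 5. With this division as a term beside the groups, the term rests on MR library 3 set against MR libraries 1 and 2. Every other group lies wholly on a single side. In that contrast the log2 fold change was 9.67 for Alb, 10.2 for Apoa1 and 8.88 for the skeletal muscle actin gene Acta1. Acta1 was named after its values were seen. The division and the list of liver genes were both made after the counts were seen. All dBRD9 libraries lie on one side of it and all DEX and iBRD9 libraries on the other. Values with the division as a term are therefore given for each comparison that it touches, though not for each gene or list. With the term, dBRD9 and JQ1 were each compared with MR library 3 alone, and DEX and iBRD9 with MR libraries 1 and 2.

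**Figure D1:**
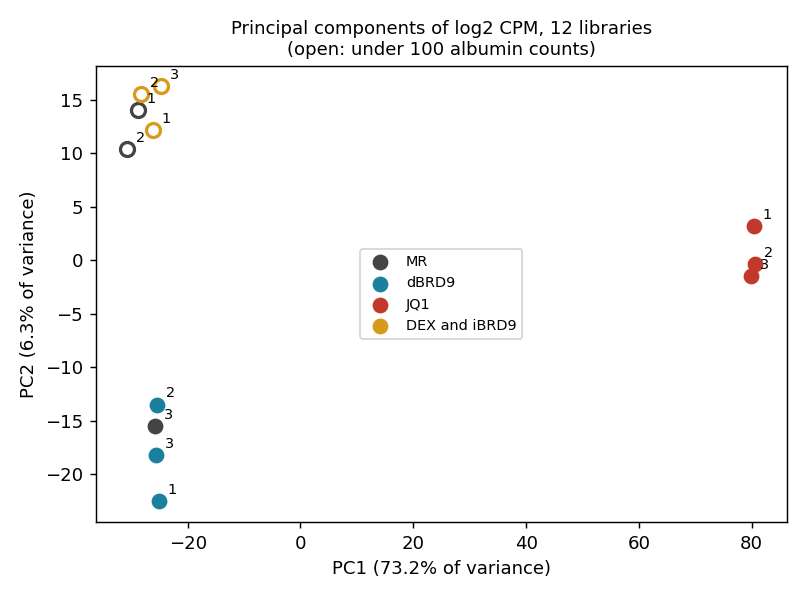
Each point is 1 of the 12 libraries, placed by its first and second principal components of log2 CPM (axes with the percentage of variance), coloured by group and numbered by replicate; open circles mark the 5 libraries with under 100 albumin counts. MR library 3 (second component −15.5) sits with the dBRD9 libraries, and MR libraries 1 and 2 (14.1 and 10.4) sit with the DEX and iBRD9 libraries.

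In the fit of all 12 libraries few genes were called with the BRD9 degrader dBRD9, and their changes were small. Compared with MR, 60 genes rose and 131 fell of 11670 tested (edgeR, adjusted p under 0.05, n = 3 per group), with a median absolute log2 fold change of 0.33 among the called genes. The largest rises belonged to Cdk2ap1, a regulator of CDK2, at 0.94 ± 0.10 on the log2 scale (SE; from 19.6 ± 1.09 to 37.7 ± 2.44 CPM, adjusted p = 2.1e-06), and to Ppp1r14b, an inhibitor of protein phosphatase 1, at 0.91 ± 0.16 (from 52.2 to 97.5 CPM). Jdp2, an AP-1 family factor that promotes osteoclast differentiation, rose by 0.58 ± 0.073 (from 69.9 ± 5.73 to 104 ± 7.89 CPM, adjusted p = 5.5e-05). N4bp3 (0.73), Ppp2cb (0.58), Tusc1 (0.58), Ankle1 (0.53) and Pdcd7 (0.51) completed the 8 largest rises. The largest falls were those of Slc5a3 (−0.70 ± 0.17), Zfp729b (−0.66), Stra6l (−0.64), Ms4a4c (−0.60), Clec2i (−0.59), the monocyte chemokine receptor Ccr2 (−0.56 ± 0.11; from 30.5 ± 3.91 to 20.7 ± 0.654 CPM), Slfn4 (−0.54 ± 0.09) and Gvin1 (−0.53). The call of Ccr2 was lost without MR library 1 (adjusted p = 0.11), MR library 2 (0.054) or dBRD9 library 1 (0.059). Only Itm2a, named after its values were seen, rose by 2-fold or more (from 0.0947 to 0.760 CPM), and 0 genes fell that far. Cdk2ap1 (ENSMUSG00000029394) lies on GRCm39 chromosome 5, 124483480 to 124501145, Jdp2 (ENSMUSG00000034271) on chromosome 12, 85645015 to 85690570, and Ccr2 (ENSMUSG00000049103) on chromosome 9, 123901982 to 123913594.

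Interferon response genes were lower with dBRD9. Of 82 measured members 18 fell, 0 rose and 64 did not pass the test (36 fell when adjusted over the list alone), with a median log2 fold change of −0.20, and 71 of the 82 were below 0. Examples were the interferon-induced growth regulator Slfn5 at −0.41 ± 0.069 (from 418 ± 19.9 to 314 ± 10.2 CPM, adjusted p = 0.0058), the double-stranded RNA sensor Eif2ak2 at −0.34 ± 0.057 (adjusted p = 0.0042) and Parp14 at −0.30 ± 0.056. Irf7 was −0.064 ± 0.10 and did not pass (adjusted p = 0.81). Stat2 fell (−0.23 ± 0.059, adjusted p = 0.046), but this call was lost in each fit that left out 1 library, with adjusted p of 0.15, 0.12 and 0.17 without MR libraries 1, 2 and 3 and of 0.16, 0.15 and 0.051 without dBRD9 libraries 1, 2 and 3. Against the other genes the list was lower by camera (adjusted p = 3.5e-13), but the adjusted p was 0.51 with an estimated correlation. The study named interferon signaling from these samples, so the direction of this list is not independent evidence. The median was −0.24 with the liver division as a term (adjusted p = 1.5e-12, and 0.57 with an estimated correlation).

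Osteoclast genes did not move together with dBRD9. Of 28 measured members Jdp2 rose, the osteoclast transcription factor Mitf fell (−0.37 ± 0.073) and 26 did not pass (4 rose and 3 fell when adjusted over the list alone), with a median log2 fold change of 0.028 and a camera adjusted p of 0.67. The call of Mitf was lost without MR library 1 (adjusted p = 0.069), MR library 2 (0.062), dBRD9 library 1 (0.072) or dBRD9 library 3 (0.060). The gelatinase gene Mmp9 was 0.16 ± 0.071 (adjusted p = 0.24), Acp5, which encodes tartrate-resistant acid phosphatase, 0.33 ± 0.16 (0.31), the fusion gene Dcstamp 0.22 ± 0.23 (0.68), and the collagenase gene Ctsk −0.45 ± 0.21 (0.28), so none of these 4 passed. Fos (0.20 ± 0.06, adjusted p = 0.091) and Nfatc1 (0.016 ± 0.077), both required for osteoclast formation, did not pass either. The Brd9 transcript itself was 42.4 ± 3.17 CPM in MR and 45.1 ± 1.34 in dBRD9 (adjusted p = 0.62), which does not bear on the protein that the compound removes.

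Genes of growth were slightly higher with dBRD9. Of 46 S phase genes 2 rose, Chaf1b (0.35 ± 0.087) and the ribonucleotide reductase subunit Rrm2 (0.25 ± 0.061), with a median of 0.10 for the list, and of 51 G2 and M phase genes 2 rose, Cdc20 (0.35 ± 0.091) and Ube2c (0.30 ± 0.073), both of the anaphase-promoting pathway, with a median of 0.13. Of 78 cytosolic ribosomal protein genes 4 rose (Rpl12, Rps2, Rps12 and Rps3a1; median 0.15), of 75 respiratory chain and ATP synthase genes 2 rose (Cox6a1 and Ndufs7; median 0.12), and of 50 Myc target genes 1 rose (Rrs1; median 0.093). Adjusted over the list alone, 5, 11, 21, 4 and 2 members of these lists rose and 0 fell. Camera adjusted p values were 2.9e-06, 3.2e-07, 9.0e-07, 1.8e-05 and 1.2e-04, and 0.50, 0.51, 0.62, 0.62 and 0.51 with an estimated correlation. The respiratory chain call was lost without dBRD9 library 1 (median 0.049, adjusted p = 0.071). Under the term for the liver division the medians were 0.13, 0.11, 0.13, 0.11 and 0.10 in the same order and camera called the 5 lists with the preset correlation. There MR library 3 alone stands for MR, and 0 of the 5 were called with an estimated correlation (adjusted p = 0.57, 0.57, 0.66, 0.66 and 0.57). Ribosomal and respiratory chain genes are short, and over all genes the fold change followed transcript length (Spearman −0.349), with medians of 0.10 in the shortest 20% of genes and −0.081 in the longest 20%. Transcript length here is the one implied by the deposited counts and FPKM.

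The remaining lists were not called by camera with dBRD9. Of 33 macrophage genes the mannose receptor Mrc1, the endotoxin receptor Tlr4 and Ccr2 fell (median −0.058, adjusted p = 0.12; 5 rose and 7 fell when adjusted over the list alone; the list was called without dBRD9 library 1, adjusted p = 0.028). Of 31 glucocorticoid receptor targets Dusp1 and the metallothionein Mt1 rose, and Sgk1, Stab1 and the receptor gene Nr3c1 itself fell (adjusted p = 0.63 for the list). Slc7a11 fell among 23 amino acid stress genes (0.66), Ccr2 among 14 BET inhibitor response markers (0.52) and Kdr among 7 endothelial and megakaryocyte markers (median −0.27, 0.29; 0.020 in a fit of the 6 libraries compared). No member passed among mitochondrially encoded (11 genes, adjusted p = 0.52; 0.013 without dBRD9 library 1), glycolysis (30, 0.97), cholesterol synthesis (23, 0.30), inflammatory (29, 0.67), lysosome (41, 0.52), BAF and BET (29, 0.63) and MHC class II genes (8, 0.12). The same held for neutrophil (12, 0.52), stromal (10, 0.28), dendritic cell (8, 0.89) and mast cell markers (3, 0.52). The dendritic cell list had a median of 0.089 and a mean of −0.056.

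The dBRD9 counts depended on single libraries and on the liver division. Genes that rose and fell numbered 6 and 18 without MR library 1, 6 and 9 without MR library 2, 64 and 81 without MR library 3, and 16 and 20, 18 and 38, and 8 and 43 without dBRD9 libraries 1, 2 and 3. Of 41 named genes that were called, Cdk2ap1, Eif2ak2, Jdp2, Slfn4 and Slfn5 kept their calls without each library in turn and 36 did not. With the liver division as a term, 1 gene rose (Cdk2ap1, 1.02 ± 0.15) and 0 fell by edgeR, Ppp1r14b was 0.59 ± 0.16 and Zfp729b −0.36 ± 0.23, 752 genes had an unadjusted p under 0.05, and all 191 called genes kept their sign with a median ratio of their sizes of 0.913, while the median standard error over all genes was 1.46 times as large. In simulated data with 3 against 3 libraries the fit with the term found 29 of 50 genes changed 1.5-fold where the fit without it found 43. MR library 3 was among the controls that gave the 191 calls, so the signs they kept are not separate evidence. DESeq2 without the term called 118 genes higher and 281 lower. Also without the term, more genes were called when the JQ1 libraries were left out of the edgeR fit. The fit of the 6 libraries compared called 276 higher and 500 lower, and the fit of 9 libraries 346 and 578. Over all genes the libraries of the 2 groups did not overlap for 25% of genes, where chance gives 10%. The liver division parts MR libraries 1 and 2 from all dBRD9 libraries, so the excess cannot be assigned to the compound.

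JQ1 changed most of the expressed genes. Compared with MR, 3503 genes rose and 3687 fell (edgeR, adjusted p under 0.05, n = 3 per group), and 538 rose and 1451 fell by 2-fold or more. Ifi213, an interferon-induced DNA sensor family member, fell from 81.0 to 0.326 CPM (−7.96 ± 0.19), Il1rn, the interleukin 1 receptor antagonist, from 197 ± 14.4 to 1.10 ± 0.251 CPM (−7.46 ± 0.13), and Ifit3 from 219 ± 22.2 to 1.77 ± 0.719 CPM (−6.96 ± 0.19). Ifit3b (−7.67), Akap6 (−7.28), Ifi206 (−7.16), the death ligand gene Tnfsf10 (−7.12) and P2ry14 (−7.11) completed the 8. The largest rises were those of the bHLH inhibitors Id3 (from 0.996 to 24.7 CPM) and Id1 (2.97), the immediate early gene Egr1 (4.44 ± 0.28), Ccdc92 (4.45), Nt5dc2 (3.44 ± 0.069; from 99.8 ± 2.79 to 1085 ± 56.3 CPM), Tspoap1 (3.39), Trem1 (3.02) and the histone gene H4c9 (2.98). Il1rn (ENSMUSG00000026981) lies on GRCm39 chromosome 2, 24226865 to 24241506, Id3 (ENSMUSG00000007872) on chromosome 4, 135870808 to 135873066, and Nt5dc2 (ENSMUSG00000071547) on chromosome 14, 30853002 to 30861082, where it overlaps Stab1 on the opposite strand. With the liver division as a term MR library 3 alone stands for MR. There Egr1 was 3.68, Ccdc92 5.51, H4c9 3.75, Nt5dc2 3.40, Tspoap1 3.15, Trem1 2.80 and Id1 2.67. The compound also moved the gene of a BET protein. Brd2 rose by 2.23 ± 0.05 (from 327 ± 7.84 to 1536 ± 32.6 CPM) and Hexim1, an inhibitor of P-TEFb used as a marker of BET inhibition, by 1.54 ± 0.068, while Brd9 did not pass (−0.12 ± 0.08, adjusted p = 0.21).

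Osteoclast genes fell with JQ1. Of 28 measured members 20 fell, 5 rose and 3 did not pass (21 fell and 5 rose when adjusted over the list alone), with a median log2 fold change of −0.75. Mmp9 fell, at −2.56 ± 0.083 (from 115 ± 6.97 to 19.4 ± 2.44 CPM), Dcstamp at −3.60 ± 0.35, Src, the kinase required for bone resorption, at −2.86 ± 0.15, the V-ATPase subunit gene Atp6v0d2 at −2.61 ± 0.15, Ctsk at −2.35 ± 0.26, Acp5 at −1.60 ± 0.19 and Jdp2 at −1.50 ± 0.081. Fos fell, at −0.83 ± 0.062, whereas Nfatc1 rose by 0.40 ± 0.076, and Ckb, Cd9, Ostm1 and Tyrobp rose as well. The camera adjusted p was 0.0022, and 0.053 with an estimated correlation. With the liver division as a term, which leaves MR library 3 alone for MR, the median was −0.61. The study named osteoclast genes for these samples, so the direction is not independent evidence.

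Nearly all interferon response genes fell with JQ1. Of 82 measured members 78 fell and 2 rose, whether adjusted over all genes or over the list alone, with a median of −2.73. Stat2 fell, at −1.59 ± 0.062 (from 355 ± 13.5 to 118 ± 8.26 CPM), Irf7 at −2.59 ± 0.11, Ifit1 at −5.74 ± 0.12, Xaf1 at −3.48 ± 0.093 and Irgm1 at −2.83 ± 0.074. The 2 that rose were Aim2 (0.45 ± 0.092) and Shisa5 (0.13 ± 0.055), but Shisa5 lost its call without MR libraries 1, 2 or 3 (adjusted p = 0.11, 0.059 and 0.080) or JQ1 library 3 (0.13) and was −0.054 under scaling by total counts. The camera adjusted p was 3.2e-32, and 0.061 with an estimated correlation. Inflammatory cytokine and chemokine genes fell too, 21 of 29 with 3 higher (21 and 4 when adjusted over the list alone; median −0.97, adjusted p = 1.4e-05, and 0.053 with an estimated correlation). Among them Nlrp3 (−2.05), Ccl12 (−4.58) and Traf1 (−2.45) fell, while Tnf (0.56 ± 0.069) and the costimulatory gene Cd86 (0.90 ± 0.14) rose. Nos2 fell, at −5.39 ± 0.47, from 261 counts over the 3 MR libraries to 5.

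Cell cycle and growth genes fell with JQ1. Of 46 S phase genes 37 fell (38 when adjusted over the list alone) and Slbp rose (median −0.55), with Mcm10 at −1.21 ± 0.075, Uhrf1 at −1.05 ± 0.058, Tk1 at −0.84 ± 0.08 and Rrm1 at −0.65 ± 0.058. Of 51 G2 and M phase genes 50 fell and Bub3 rose in both ways of adjusting (median −0.66), with Foxm1 at −1.07 ± 0.075, Nuf2 at −1.13 ± 0.094, Ube2c at −0.98 ± 0.077 and Ccnb1 at −0.97 ± 0.08. Myc fell, at −0.73 ± 0.076, and of 50 Myc target and ribosome biogenesis genes 38 fell (39 when adjusted over the list alone) and Bop1 and Imp4 rose (median −0.45). The call of Imp4 was lost without JQ1 library 3 (adjusted p = 0.070). The camera adjusted p values were 4.4e-08, 3.1e-11 and 2.1e-06, and 0.061, 0.081 and 0.075 with an estimated correlation. The study named the cell cycle for these samples, so its direction is not independent evidence.

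Metabolic genes divided with JQ1. All 23 cholesterol synthesis genes were below 0 and 22 fell in both ways of adjusting (median −1.04), among them Hmgcs1 (−1.47 ± 0.081), Idi1 (−1.36 ± 0.077) and Cyp51 (−1.34 ± 0.074). This was the 1 list of 23 that camera called both with the preset correlation (adjusted p = 1.1e-09) and with an estimated one (0.0064). Of 23 amino acid stress genes 15 fell and 5 rose (median −0.79, adjusted p = 0.0050, and 0.081 with an estimated correlation), with the serine synthesis gene Phgdh at −3.67 ± 0.23, the cystine transporter gene Slc7a11 at −3.68 ± 0.13 and Asns at −1.32 ± 0.088. Of 41 lysosome and V-ATPase genes 25 rose and 5 fell (median 0.27, 4.9e-04, and 0.23 with an estimated correlation), with Ctsb at 1.23 ± 0.046, Mcoln1 at 1.09 ± 0.076 and Lamp2 at 0.76 ± 0.055. Of 11 mitochondrially encoded genes 10 rose (median 0.96, 4.9e-04, and 0.25), with mt-Cytb at 0.97 ± 0.065 and mt-Co1 at 0.77 ± 0.08, and they moved with the higher mitochondrial share given above. For amino acid stress, lysosome and mitochondrial genes the numbers were the same when adjusted over the list alone.

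Ribosomal protein genes gave an unstable answer with JQ1. Of 78 members 31 rose and 2 fell (30 and 2 when adjusted over the list alone; median 0.11, adjusted p = 0.030, and 0.73 with an estimated correlation). The call was lost without MR library 1 (adjusted p = 0.087), JQ1 library 2 (0.22) or JQ1 library 3 (0.083), with the liver division as a term (0.062) and in a fit of the 6 libraries compared (0.069), and the median was −0.074 under scaling by total counts. Respiratory chain genes (11 rose and 10 fell of 75, adjusted p = 0.51), glycolysis genes (9 and 8 of 30, 0.62), macrophage genes (13 and 17 of 33, 0.60), BAF and BET genes (12 and 4 of 29, 0.15) and BET inhibitor response markers (8 and 5 of 14, 0.27) were not called. Adjusted over the list alone, 11 BAF and BET genes rose and the numbers of the other 4 lists did not change. The glycolysis list had a median of −0.0045 and a mean of −0.065 where camera ranked it higher than other genes, and the BET inhibitor response list had a median of 0.60 and a mean of −0.042. Among macrophage genes Apoe (1.59 ± 0.059) and Mertk (1.91 ± 0.077) rose, and Ccr2 (−5.13 ± 0.18), Marco (−2.75 ± 0.063) and Cx3cr1 (−2.46 ± 0.094) fell. Of 31 glucocorticoid receptor targets 14 rose and 6 fell in both ways of adjusting (median 0.20, adjusted p = 0.059, and 0.042 under scaling by total counts). With the liver division as a term, which leaves MR library 3 alone for MR, their median was 0.071.

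Markers of other cell types fell with JQ1. All 12 measured neutrophil markers fell (median −2.26, adjusted p = 1.2e-06, and 0.081 with an estimated correlation), with Ngp from 68.3 ± 2.15 to 9.19 ± 1.73 CPM and S100a9 from 40.1 ± 2.89 to 9.35 ± 0.973 CPM. The median is the same with Camp, which had 0 counts in JQ1, held at its floor of 3 counts over the group. Of 8 MHC class II genes H2-Aa (−3.38), H2-Ab1 (−2.59), H2-Eb1 (−2.87) and 2 more fell and Cd74 (0.42) rose (median −1.99, adjusted p = 0.027, and 0.15 with an estimated correlation). Of 8 dendritic cell markers 6 fell, Itgax (−1.86) among them (1 rose when adjusted over the list alone; median −1.88, 0.026, and 0.081). These last lists were not called under scaling by total counts (adjusted p = 0.067 and 0.096). Of 10 stromal markers 9 fell, Kitl (−0.95) among them (median −1.17, 0.0037, and 0.13), and of 7 endothelial and megakaryocyte markers 5 fell, Kdr (−5.35), Vwf (−4.26) and Pf4 (−0.87) among them (6 when adjusted over the list alone; median −1.98, 0.0047, and 0.061). Of 3 mast cell markers Hdc and Kit fell (0.15). B cell, T and NK cell and erythroid markers had fewer than 3 tested members and were not tested as lists, and none of them reached 10 CPM.

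The JQ1 counts stayed within 1.5 times in every fit that left out 1 library, and 156 of 160 named called genes kept their calls in those fits. Imp4 and Shisa5 did not, nor did Rpl13a (without MR library 2, adjusted p = 0.057) and Rps25 (without MR library 2, MR library 3 or JQ1 library 1, 0.056, 0.054 and 0.12). Scaling by total counts moved the median of all genes by about −0.20 and gave 2216 genes higher and 5170 lower, so the balance of rises and falls depends on the scaling. Under the term for the liver division 2605 genes rose and 2877 fell, and 5408 of the 7190 called genes kept their call with the same sign (median ratio of the sizes of the 7190, 0.996). MR library 3, the control that the term leaves, was also among the controls that gave the calls. The groups did not overlap for 63.4% of genes, where chance gives 10% if the libraries differ by chance alone. The liver division parts some MR libraries from the JQ1 libraries and may add to this share.

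**Figure D2:**
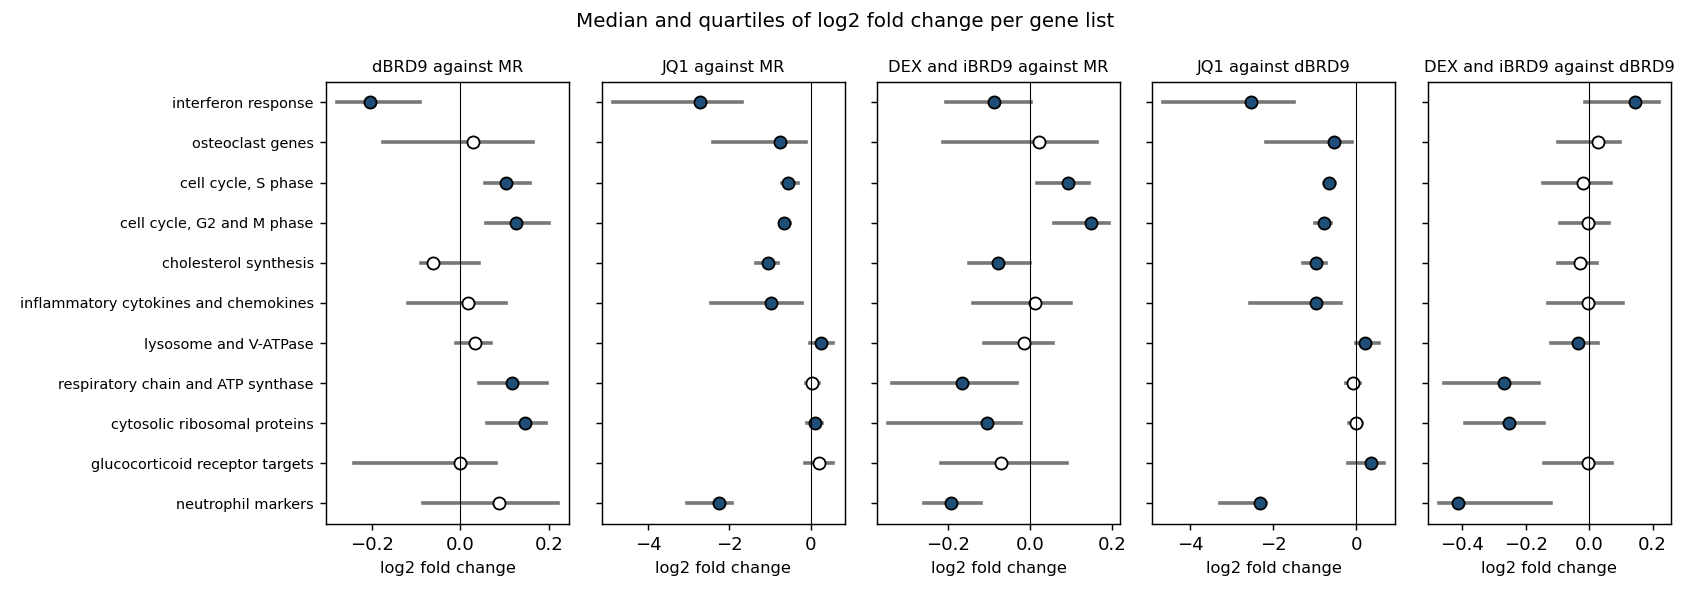
Each panel shows 1 comparison and each line 1 gene list, with the median log2 fold change of the measured members (circle) and their quartiles (bar) on an axis that differs between panels; filled circles were called by camera with the preset correlation (adjusted p under 0.05). The interferon list had medians of −0.20 with dBRD9, −2.73 with JQ1 and −0.087 with DEX and iBRD9 against MR.

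Few genes were also called with DEX and iBRD9 in the fit of all 12 libraries. Compared with MR, 69 genes rose and 159 fell (edgeR, adjusted p under 0.05, n = 3 per group), with a median absolute log2 fold change of 0.35 among the called genes. Ccr2 fell, at −1.19 ± 0.12 (from 30.5 ± 3.91 to 13.4 ± 0.986 CPM, adjusted p = 5.5e-07), the stem cell antigen gene Ly6a at −0.99 ± 0.15, Serpinb9b at −0.87 ± 0.17, the ATP synthase gene Atp5mk at −0.77 ± 0.16, Stra6l at −0.70 ± 0.13 and the zinc transporter gene Slc39a4 at −0.65 ± 0.15. Ctsk, the osteoclast collagenase gene, fell, at −1.04 ± 0.22 (from 8.11 ± 1.52 to 3.92 ± 0.704 CPM, adjusted p = 0.011), a call that was lost without MR library 3 (adjusted p = 0.095) or DEX and iBRD9 library 3 (0.10). Rises were led by Cdk2ap1 (0.85 ± 0.10; from 19.6 ± 1.09 to 35.4 ± 2.72 CPM), Dmpk (0.71 ± 0.084), Ppp2cb (0.70 ± 0.10), Taf4b (0.70), the forkhead factor gene Foxo1 (0.61), Plp2rt (0.59), Gpr84 (0.49) and the lysosomal acetyltransferase gene Hgsnat (0.49 ± 0.054). The 4 genes that fell by 2-fold or more were Ctsk, Ccr2, Camp and Ambp, named after their values were seen, and Ambp is a liver gene. Dmpk (ENSMUSG00000030409) lies on GRCm39 chromosome 7, 18817406 to 18827746 and Ctsk (ENSMUSG00000028111) on chromosome 3, 95406178 to 95416732.

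Osteoclast genes went both ways with DEX and iBRD9. Of 28 members Jdp2 (0.46 ± 0.073), Mmp9 (0.30 ± 0.071) and Fos (0.29 ± 0.06) rose, Ctsk and the exchanger gene Slc9b2 (−0.97 ± 0.25) fell and 23 did not pass (4 rose and 4 fell when adjusted over the list alone), with a median of 0.024, a mean of −0.015 and a camera adjusted p of 0.50. The call of Mmp9 was lost without MR library 1 (adjusted p = 0.10), MR library 3 (0.12), DEX and iBRD9 library 1 (0.084) or library 2 (0.13), and that of Fos without MR library 1 (0.066), MR library 3 (0.053) or DEX and iBRD9 library 2 (0.088). Acp5 (0.13 ± 0.16) and Dcstamp (0.24 ± 0.23) did not pass (adjusted p = 0.77 and 0.67). Glucocorticoid receptor targets did not rise as a list. Of 31 members Dusp1 rose, Glul (−0.32 ± 0.054) and Stab1 (−0.49 ± 0.062) fell (2 and 4 when adjusted over the list alone; median −0.069, adjusted p = 0.17), and Fkbp5 (0.10 ± 0.085) and Tsc22d3 (0.072 ± 0.10), which glucocorticoids induce in many cells, did not pass. Dusp1 lost its call without each of the 6 libraries, at adjusted p of 0.059 to 0.27. The paper describes the dexamethasone dose of this combination as low, and no group here received a higher dose.

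Genes of respiration and protein synthesis were lower with DEX and iBRD9. Of 75 respiratory chain and ATP synthase genes 57 were below 0 but only Atp5f1e fell (−0.43 ± 0.11), and of 78 ribosomal protein genes 61 were below 0 and Rplp1 (−0.46 ± 0.11), Rplp2 (−0.27 ± 0.074) and Rps3 (−0.23 ± 0.061) fell (1 and 4 fell when adjusted over the list alone). The medians were −0.17 and −0.10, and camera gave adjusted p of 7.2e-06 and 2.2e-05, and 0.36 and 0.45 with an estimated correlation. The study named electron transport and peptide synthesis for these samples, so these directions are not independent evidence. Mitochondrially encoded genes went the other way (1 of 11 rose, mt-Cytb at 0.29 ± 0.064, 3 when adjusted over the list alone; median 0.27, adjusted p = 0.0040, and 0.36 with an estimated correlation), beside a mitochondrial share of counts of 2.30% against 1.90%. The 3 medians were −0.16, −0.11 and 0.29 with the liver division as a term, where camera called each list with the preset correlation and none with an estimated one (adjusted p = 0.40, 0.51 and 0.40).

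Smaller shifts were seen in the other lists with DEX and iBRD9. Of 82 interferon response genes Tgtp2 (−0.64 ± 0.12) and the immunoproteasome gene Psmb8 (−0.56 ± 0.14) fell (7 when adjusted over the list alone; median −0.087, adjusted p = 5.2e-04, and 0.45 with an estimated correlation). The interferon median was −0.062 with the liver division as a term. Of 33 macrophage genes Ccr2, the integrin gene Itgam (−0.64 ± 0.12), Mrc1 (−0.38 ± 0.055) and Apoe fell (1 rose and 11 fell when adjusted over the list alone; median −0.10, 2.4e-04, and 0.18). Of 30 glycolysis genes Slc2a1 and Slc16a3 fell (10 over the list alone; median −0.13, 7.2e-06, and 0.18), Hmgcs1 fell among 23 cholesterol genes (median −0.077, 0.013, and 0.18; not called without DEX and iBRD9 library 2, 0.062) and Atf3 among 23 amino acid stress genes (6 over the list alone; median −0.074, 0.0040, and 0.18). Of 51 G2 and M phase genes Gtse1, Mki67 and Ube2c rose (12 over the list alone; median 0.15, 2.3e-07, and 0.18). The S phase (46; median 0.094, 3.8e-04, and 0.18), Myc target (50; median 0.10, 0.0040, and 0.26) and BAF and BET lists (29; median 0.095, 5.2e-04, and 0.18) were called higher with 0 members past the test in either way of adjusting.

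Markers of other cells shifted as well. The neutrophil list was lower with DEX and iBRD9 (Camp fell of 12; median −0.19, adjusted p = 0.0025, and 0.28 with an estimated correlation), as was the endothelial and megakaryocyte list (Kdr and Vwf fell of 7, 3 over the list alone; median −0.53, 0.049, and 0.18). The latter call was lost without MR library 2 (0.075), MR library 3 (0.11) or DEX and iBRD9 library 1 (0.11), with DESeq2 size factors (0.0502), with no filter (0.11) and with the liver division as a term (median −0.56, 0.11). Tnf rose and Cxcl3 fell among 29 inflammatory genes (median 0.014, mean −0.046, adjusted p = 0.50), 4 of 41 lysosome genes fell, Ctss and Psap among them (0.19), and Ccr2 and Txnip fell among 14 BET inhibitor response markers (0.080). Tnf lost its call without each of the 6 libraries, at adjusted p of 0.052 to 0.17. MHC class II genes (8, adjusted p = 0.13; 0.044 without MR library 1) and stromal (10, 0.41; 0.031 without DEX and iBRD9 library 2), dendritic cell (8, 0.29) and mast cell markers (3, 0.27) were not called and had 0 members past the test.

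Single libraries moved these counts too. Genes that rose and fell numbered 21 and 66, 23 and 67, and 21 and 81 without MR libraries 1, 2 and 3, and 59 and 111, 10 and 44, and 15 and 43 without DEX and iBRD9 libraries 1, 2 and 3. Among the named called genes, Ccr2, Cdk2ap1, Dmpk, Glul, Hgsnat, Jdp2, Ly6a, Mrc1, Ppp2cb, Stab1 and Stra6l kept their calls in all of these fits. With the liver division as a term, which leaves MR libraries 1 and 2 as the controls, 20 genes rose and 81 fell, and 96 of the 228 called genes were kept. All 228 kept their sign, with a median ratio of their sizes of 1.01, while the median standard error over all genes was 1.14 times as large. These controls were among those that gave the calls, so the kept signs are not separate evidence. DESeq2 without the term called 126 higher and 240 lower. Also without the term, the fit of the 6 libraries compared called 402 and 652, and the fit of 9 libraries without JQ1 251 and 413. The groups did not overlap for 25.1% of genes, where chance gives 10%. As the liver division parts MR library 3 from the DEX and iBRD9 libraries, this excess cannot be assigned to the compounds alone.

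**Figure D3:**
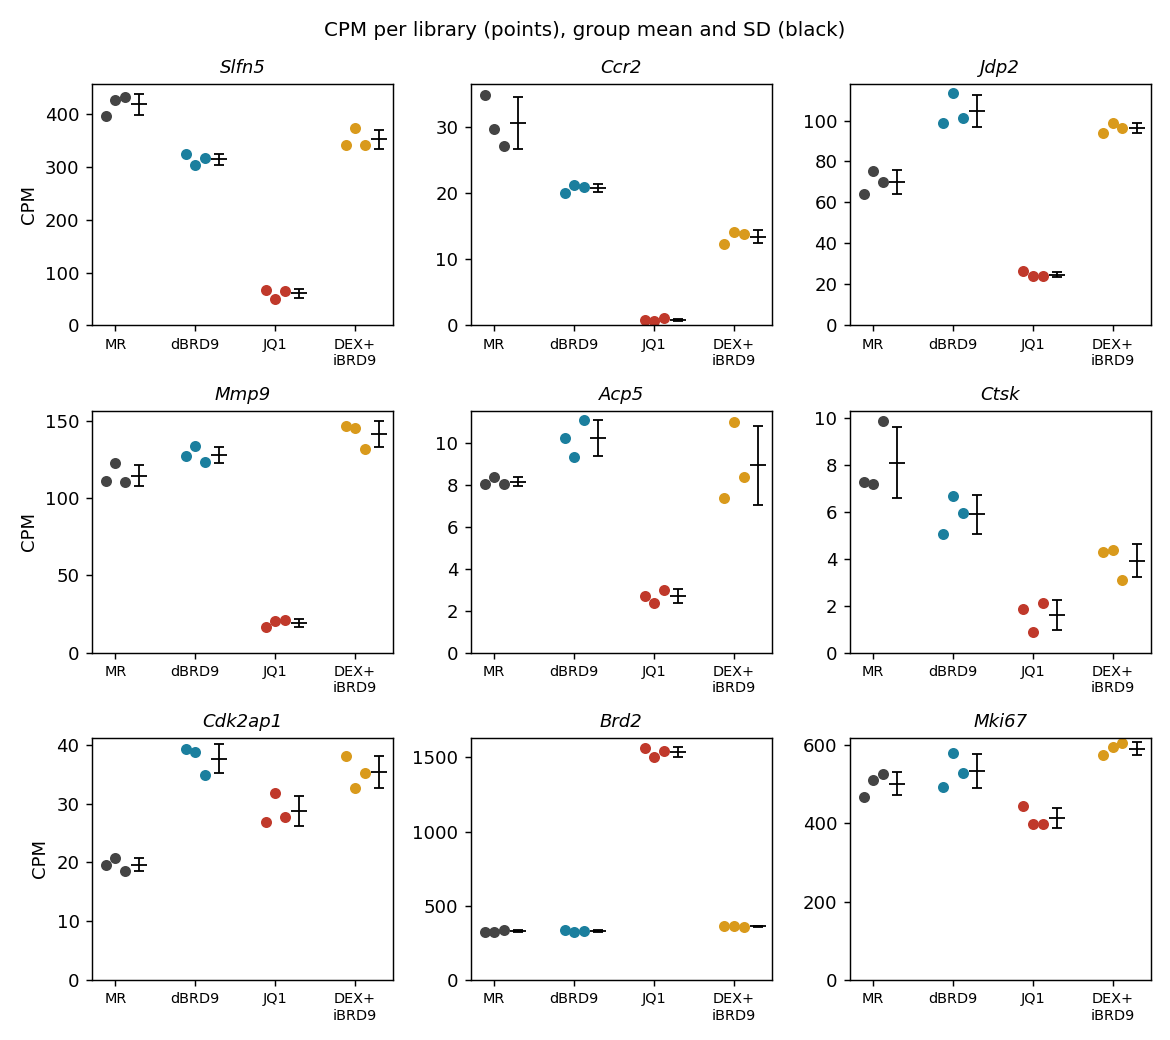
CPM of 9 genes in each library (points, coloured by group), with the group mean and SD in black, on axes that start at 0 and differ between panels. Jdp2 and Cdk2ap1 sit above MR in all 3 libraries of both the dBRD9 and the DEX and iBRD9 groups, and Brd2 averages 1536 CPM with JQ1 against 327 in MR.

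JQ1 was also compared directly with dBRD9, which asks how BET inhibition differs from BRD9 degradation. All 6 libraries lie on one side of the liver division, so this comparison is free of it. Of 11670 genes 3549 were higher and 3828 lower with JQ1 (edgeR, adjusted p under 0.05, n = 3 per group). Osteoclast genes were lower (18 of 28, with 5 higher; 19 and 5 when adjusted over the list alone; median −0.54, adjusted p = 0.0036, and 0.043 with an estimated correlation), with Mmp9 at −2.72 ± 0.083 (from 128 ± 5.24 to 19.4 ± 2.44 CPM), Dcstamp at −3.83 ± 0.35, Jdp2 at −2.08 ± 0.08 and Acp5 at −1.93 ± 0.19. Cell cycle genes were lower, 42 of 46 in S phase (Mcm10 −1.33 ± 0.075, Uhrf1 −1.13 ± 0.058, Tk1 −1.05 ± 0.08; median −0.65, 5.7e-10, and 0.043) and 50 of 51 in G2 and M phase (Ube2c −1.28 ± 0.077, Foxm1 −1.14 ± 0.075, Espl1 −1.13 ± 0.081; median −0.79, 6.7e-13, and 0.073), with Slbp and Bub3 higher. The call of Slbp was lost without JQ1 library 3 (adjusted p = 0.065). The study named osteoclast and cell cycle genes for this contrast on these samples, so these directions are not independent evidence. The 8 largest falls were those of Ifi213, Il1rn, Ifit3b, Akap6, Fam83f (−6.95), Nptx1 (−6.87), Ifi206 and P2ry14, and the 8 largest rises those of Id3 (5.07), Ccdc92, Egr1, Nt5dc2, Tspoap1, Trem1, Id1 and the hypoxia factor gene Epas1 (2.80). Epas1 (ENSMUSG00000024140) lies on GRCm39 chromosome 17, 87061087 to 87140838, Nptx1 (ENSMUSG00000025582) on chromosome 11, 119428472 to 119438585, and Mmp9 (ENSMUSG00000017737) on chromosome 2, 164780439 to 164797771.

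Most other lists followed the comparison of JQ1 with MR. Interferon response genes were lower (78 of 82, with Aim2 higher; 78 and 2 when adjusted over the list alone; median −2.54, adjusted p = 3.6e-30, and 0.071 with an estimated correlation), as were cholesterol (22 of 23; median −0.96, 1.5e-09, and 0.0071), inflammatory (21 of 29, 22 over the list alone; median −0.97, 5.6e-06, and 0.043), Myc target (38 of 50; median −0.56, 5.7e-08, and 0.058) and amino acid stress genes (15 of 23, 16 over the list alone; median −0.75, 0.0061, and 0.081). Mitochondrially encoded (10 of 11; median 0.74, 9.1e-04, and 0.27) and lysosome genes (24 of 41; median 0.22, 9.1e-04, and 0.26) were higher. Glucocorticoid receptor targets were higher (16 of 31, Sgk1 from 58.9 to 131 CPM, with 6 lower; median 0.35, 0.033, and 0.077), a call lost without dBRD9 library 1 (0.053). Neutrophil (12 of 12, 7.5e-07, and 0.077), MHC class II (5 of 8, 0.013, and 0.11), stromal (7 of 10, 0.011, and 0.18), dendritic cell (5 of 8, 0.030, and 0.081; 0.11 under scaling by total counts) and endothelial and megakaryocyte markers (4 of 7, 0.013, and 0.074) were lower. Respiratory chain (5 higher and 18 lower, 4 and 14 over the list alone, 0.37), ribosomal protein (15 higher and 10 lower, 11 and 8 over the list alone; median −0.018, 0.71; 0.029 without JQ1 library 1), glycolysis (0.68), macrophage (14 higher and 15 lower, 16 lower over the list alone, 0.71), BAF and BET (0.24), BET inhibitor response (0.22; 0.047 under scaling by total counts) and mast cell lists (0.24) were not called. Myc was lower (−0.88 ± 0.076), as was Foxp1 (−0.35 ± 0.068), and Tnf was higher (0.45 ± 0.069). Of 161 named called genes 155 kept their calls without each library, and 6 did not: Slbp, Brd9 (without dBRD9 libraries 1 or 2 or JQ1 library 2, adjusted p = 0.070, 0.062 and 0.083), Brd3 (without dBRD9 library 1 or JQ1 library 1, 0.098 and 0.17), Bop1 (without dBRD9 libraries 1 or 3 or JQ1 libraries 2 or 3, 0.072, 0.14, 0.11 and 0.14), Kit (without dBRD9 library 1 or JQ1 libraries 1 or 3, 0.099, 0.098 and 0.098) and Ndufa7 (without dBRD9 library 2 or JQ1 library 2, 0.095 and 0.099). Scaling by total counts gave 2175 genes higher and 5261 lower and turned Bop1 to −0.029.

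DEX with iBRD9 was compared with dBRD9 as 2 treatments that act on BRD9, at doses the labels do not give. The groups also differ in dexamethasone, and the paper reports that its low iBRD9 dose alone did not visibly alter osteoclast formation. Of 11670 genes 74 were higher and 201 lower (edgeR, adjusted p under 0.05, n = 3 per group), but all 3 libraries of each group lie on opposite sides of the liver division, and 19 of the 201 were liver genes, as were 18 of the 21 that were lower by 2-fold or more. The other 3 of the 21 were Clu, Lrg1 and Rpl23a, and H3c4 was the 1 gene higher by 2-fold or more, all named after their values were seen. With the division as a term, edgeR called 0 genes and 570 had an unadjusted p under 0.05. Of the 275 called genes 268 kept their sign, with a median ratio of their sizes of 0.908, but the same libraries entered both fits. The median standard error over all genes was 1.86 times as large. For most of these genes the calls thus ended more through lost precision than through smaller changes, but among the genes named below H2-Eb1 was −0.28 ± 0.27, Atp5f1d −0.28 ± 0.15 and Polr2k −1.63 ± 0.43 with the term. The division and the groups cannot be told apart for single genes here. DESeq2 without the term called 194 higher and 303 lower. Also without the term, the fit of the 6 libraries compared called 336 and 513, and the fit of 9 libraries without JQ1 425 and 535. Higher genes included Hgsnat (0.47 ± 0.054; from 166 ± 3.57 to 229 ± 2.26 CPM), Plp2rt (0.58 ± 0.12), Il15ra (0.51), Tut4 (0.44), the mismatch repair gene Msh3 (0.44), Resf1 (0.43 ± 0.069), Cep295 (0.40) and Dmpk (0.39). Lower genes included Polr2k (−0.98 ± 0.25), Serpinb9b (−0.83), Atg9b (−0.81), Bex3 (−0.79 ± 0.10; from 32.0 ± 3.30 to 18.4 ± 0.309 CPM), H2-Eb1 (−0.76), Atp5mk (−0.73), the replication protein gene Rpa3 (−0.72) and Ly6a (−0.69). Hgsnat (ENSMUSG00000037260) lies on GRCm39 chromosome 8, 26431351 to 26466798, Bex3 (ENSMUSG00000046432) on chromosome X, 135155024 to 135174400, and Resf1 (ENSMUSG00000032712) on chromosome 6, 149210812 to 149237161.

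Nuclear genes of respiration and of the ribosome were lower with DEX and iBRD9 than with dBRD9. Of 75 respiratory chain and ATP synthase genes 11 fell (43 when adjusted over the list alone; median −0.27), among them Atp5f1e (−0.53 ± 0.11), Uqcrq (−0.47 ± 0.091), Ndufa13 (−0.47 ± 0.10) and Atp5f1d (−0.43 ± 0.081), and of 78 ribosomal protein genes 15 fell (41 when adjusted over the list alone; median −0.25), among them Rplp2 (−0.50 ± 0.074), Rps19 (−0.40 ± 0.077) and Rpl10a (−0.34 ± 0.063). Camera adjusted p values were 4.3e-18 and 6.4e-19, and 0.27 and 0.28 with an estimated correlation. With the liver division as a term the medians were −0.27 and −0.24 (adjusted p = 3.9e-11 and 2.5e-10, and 0.63 for both with an estimated correlation). Over all genes the fold change followed transcript length (Spearman 0.377), with medians of −0.12 in the shortest 20% of genes and 0.083 in the longest 20%. The interferon list was higher (6 rose, Ifi203 and Rigi among them, and Psmb8 fell; 18 and 3 when adjusted over the list alone; median 0.15, adjusted p = 1.8e-04, and 0.58 with an estimated correlation), a call lost without dBRD9 library 2 (0.059). MHC class II genes (3 of 8 lower, H2-Ab1 among them; median −0.25, 0.0032, and 0.23) and neutrophil markers (4 of 12 lower, Lcn2, Ltf, Ngp and S100a9; 6 over the list alone; median −0.41, 2.9e-04, and 0.28) were lower, and with the division as a term neither was called (medians −0.22 and −0.051, adjusted p = 0.14 and 0.23).

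Further lists differed less between these groups. Glycolysis genes (5 of 30 lower, Ldha and Tpi1 among them; 10 over the list alone; median −0.13, adjusted p = 1.6e-05, and 0.23 with an estimated correlation) were lower. So were amino acid stress genes (Atf3 and Cebpb of 23; 5 over the list alone; median −0.12, 0.0017, and 0.23), though not with the liver division as a term (median −0.084, 0.16). Macrophage genes (Ccr2 and Apoe lower and Msr1 higher of 33, 7 lower over the list alone; 0.038, and 0.28) were called lower but not without DEX and iBRD9 library 1 (0.068), dBRD9 library 1 (0.12) or dBRD9 library 3 (0.10), nor with no filter (0.071) or with the division as a term (median −0.030, 0.24). Lysosome genes (6 of 41 lower; median −0.036, 0.0499, and 0.60; 8 over the list alone) lost their call without DEX and iBRD9 library 2 (0.17), dBRD9 library 1 (0.26) or dBRD9 library 3 (0.12), with the term (median −0.0014, 0.24), and with DESeq2 size factors, total counts, no filter, or 9 or 6 libraries in the fit (0.058 to 0.099). The BAF and BET list (0 members past the test, 3 over the list alone; median 0.070, 0.010, and 0.28) lost its call with the term (median 0.055, 0.15). Mitochondrially encoded genes were not called (0.051), but were called higher without DEX and iBRD9 library 1 (0.0024), dBRD9 library 2 (0.026) or dBRD9 library 3 (0.0076), with no filter (0.048), with the stricter filter (0.028) and with the term (median 0.20, 0.022, and 0.63 with an estimated correlation). Osteoclast (0.96), S phase (0.35), G2 and M phase (Cenpe higher, 0.96), Myc target (Ran lower, 0.36), glucocorticoid receptor (Cebpb and Stab1 lower, 0.45), cholesterol (0.36), inflammatory (Cxcl3 lower, 0.92), BET inhibitor response (Ccr2 lower, 0.35), stromal (0.73), dendritic cell (0.42), mast cell (0.88) and endothelial and megakaryocyte lists (0.56) were not called. Genes higher and lower numbered 6 and 33, 90 and 262, and 14 and 49 without dBRD9 libraries 1, 2 and 3, and 63 and 164, 2 and 6, and 8 and 24 without DEX and iBRD9 libraries 1, 2 and 3. Of 52 named called genes Bex3, Hgsnat, Resf1 and Rplp2 kept their calls in all of these fits. The groups did not overlap for 25.8% of genes, where chance gives 10%. Since the liver division parts the same libraries, this excess cannot be assigned to the compounds.

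Some of the genes called with dBRD9 were also called with DEX and iBRD9. Of the genes called against MR in both comparisons, 9 rose in both, 42 fell in both and 0 went opposite ways, where independent lists would share 0.355 and 1.78. They included Cdk2ap1, Jdp2, Ppp2cb, Akt1, Ube2c and Dusp1 among the rises and Ccr2, Stra6l, Slfn4, Kdr, Mrc1, Stab1 and Tlr7 among the falls. Both comparisons used the same MR libraries, which alone makes fold changes covary. In simulation 20 pairs of unchanged groups with shared controls gave 0 shared calls. No gene was changed there, so this cannot show how far shared controls add shared calls among changed genes. Over all genes the covariance of the fold changes was 0.00903, below the 0.0243 that shared controls gave in simulation. The simulation held no liver division, which sets MR library 3 apart from MR libraries 1 and 2 and would move these fold changes in opposite directions. When dBRD9 was set against MR library 3 and DEX and iBRD9 against MR libraries 1 and 2, so that no library was shared, the covariance of log2 CPM differences was 0.00894 (correlation 0.115 across genes, which are not independent replicates), against 0.0176 (correlation 0.255) for the same measure with the MR libraries shared. On this scale the variance of the MR mean, which shared controls alone would add to the covariance, was 0.0259. The shared calls numbered 6, 8 and 35 without MR libraries 1, 2 and 3, 14, 19 and 23 without dBRD9 libraries 1, 2 and 3, and 23, 23 and 18 without DEX and iBRD9 libraries 1, 2 and 3. With the liver division as a term the 1 shared call was Cdk2ap1, the 1 gene that was then called with dBRD9.

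Of the 191 genes called with dBRD9, 114 changed the same way with JQ1 (32 rose and 82 fell, where independent lists would share 18 and 41.4) and the rest of those called in both went opposite ways. Those that fell in both held the interferon response genes Slfn5, Ifit2, Ifi44 and Ms4a4c, and Ccr2 and Kdr. Jdp2, Ube2c, Cdc20 and Chaf1b rose with dBRD9 and fell with JQ1 (15 genes in all), and Sgk1, Stab1 and Nabp1 fell with dBRD9 and rose with JQ1 (20 genes in all). The covariance of the fold changes was 0.0541, above the 0.0245 that shared controls gave in simulation (highest 0.0277). All dBRD9 and JQ1 libraries lie on one side of the liver division and MR libraries 1 and 2 on the other, which would move these fold changes in the same direction. The simulation did not hold this. With the division as a term 1 gene was shared, since 1 gene was called with dBRD9. Shared calls numbered 21, 10 and 101 without MR libraries 1, 2 and 3, 24, 29 and 38 without dBRD9 libraries 1, 2 and 3, and 413, 128 and 160 without JQ1 libraries 1, 2 and 3.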

Values the study reported

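The paper states that dBRD9 was used at 0.3 μM and JQ1 at 0.25 μM, and that iBRD9 at 0.1 μM was combined with a low dose of dexamethasone. It reports that iBRD9 at this dose did not visibly alter osteoclast formation alone, and that low dexamethasone alone did not significantly promote it. With dBRD9, interferon beta signaling was among the most reduced pathways, and by quantitative PCR Mmp9, Acp5 and Dcstamp were raised. JQ1 is described as acting in the opposite direction on osteoclast genes, with lower cell cycle genes than dBRD9. For iBRD9 alone, in other samples (1 μM, n = 4), the paper gives 211 genes lower and 184 higher at a fold of at least 1.2 and p under 0.05. For dexamethasone with iBRD9 it names activation of osteoclast genes and terms for metabolic process, the electron transport chain and peptide biosynthesis.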

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

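Scaling by total counts, the 9-library fit and the term for the liver division were chosen after seeing the data. The named genes kept their direction and side of the threshold in 6598 comparisons with an alternative, lost the call in 722, gained it in 57 and reversed in 2, both under scaling by total counts: Shisa5 in JQ1 against MR (−0.054) and Bop1 in JQ1 against dBRD9 (−0.029). The lists that answer a comparison kept their side in 192 and lost it in 10, all with an estimated correlation; the other lists kept it in 1253, lost it in 84 and gained it in 14. Counts stayed within 1.5 times under DESeq2 size factors, the stricter filter, and a minimum fold of 1.2. Called named genes kept in every setting numbered 1 of 41 (Cdk2ap1), 152 of 160, 12 of 50, 144 of 161 and 0 of 52 in the order dBRD9, JQ1, DEX and iBRD9 against MR, JQ1 against dBRD9, and DEX and iBRD9 against dBRD9; DESeq2 gave some no adjusted p, counted as no call.

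Genes higher and lower for dBRD9 against MR, DEX and iBRD9 against MR, and DEX and iBRD9 against dBRD9 numbered 174 and 361, 154 and 419, and 247 and 496 with no filter. By DESeq2 they numbered 118 and 281, 126 and 240, and 194 and 303, with 96 and 198 genes shared between dBRD9 and DEX with iBRD9 and between dBRD9 and JQ1. The 6-library fits gave 276 and 500, 402 and 652, and 336 and 513, and the 9-library fit 346 and 578, 251 and 413, and 425 and 535; these leave out the JQ1 libraries, with a biological coefficient of variation of 6.22% instead of 7.29% in the 9. The study's threshold, with no adjustment, gave 326 and 443, 270 and 525, and 282 and 600. With the liver division as a term edgeR gave 1 and 0, 20 and 81, and 0 and 0, with 752, 1466 and 570 genes at an unadjusted p under 0.05 and 1 shared gene for each pair; by construction this leaves 1 or 2 MR libraries to each contrast (median standard errors 1.46, 1.14 and 1.86 times as large). Scaling by total counts gave 2216 higher in JQ1 against MR and 2175 in JQ1 against dBRD9, with the lower share of calls at 70.0% and 70.8% instead of 51.3% and 51.9%.

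With an estimated correlation these lists lost their calls: interferon in dBRD9 (median −0.20), JQ1 (−2.73), DEX and iBRD9 against MR (−0.087) and JQ1 against dBRD9 (−2.54); osteoclast (−0.75) and S phase genes (−0.55) in JQ1 against MR; G2 and M phase genes in JQ1 against MR (−0.66) and against dBRD9 (−0.79); and respiratory chain (−0.17) and ribosomal protein genes (−0.10) in DEX and iBRD9 against MR. The cause was not tested. Limma fry, which does not set a list against other genes, gave an adjusted p of 0.14 for interferon in dBRD9. In DEX and iBRD9 against MR it gave 0.29 for interferon, 0.16 for respiratory chain and 0.28 for ribosomal protein genes. For the JQ1 lists named here the fry adjusted p was 1.4e-09 to 3.1e-07. JQ1 moved most genes, so fry does not show that these lists moved more than others. Leaving out 1 library gave 6 to 64 higher and 9 to 81 lower for dBRD9, 10 to 59 and 43 to 111 for DEX and iBRD9 against MR, 2 to 90 and 6 to 262 against dBRD9, 3173 to 3393 and 3420 to 3667 for JQ1 against MR, 3299 to 3402 and 3547 to 3711 against dBRD9, and 6 to 35 and 10 to 413 shared genes; a group left with 2 libraries borrows its spread from the others. List medians ranged from −0.27 to −0.17 for interferon in dBRD9, −2.91 to −2.61 in JQ1 against MR, −2.65 to −2.46 against dBRD9 and −0.12 to −0.041 in DEX and iBRD9, and each of these lists kept its call. No paired analysis was possible because the labels give no shared replicate numbers.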

Other observations

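The histone genes and gene families here were chosen after the data were seen, as were the tests on spans between libraries, on nearest genes, on the liver division and on the neutrophil markers; the matched-length tests and the splits were planned. Of 21 replication-dependent histone genes 20 rose and 0 fell with JQ1 against MR by edgeR (median log2 fold change 3.28, camera p = 1.7e-08, and 2.6e-04 with an estimated correlation), among them H1f2 (from 40.9 to 283 CPM) and H2bc4 (from 17.7 to 122 CPM), while S phase genes fell. Of 17 C-type lectin genes (Clec) 16 fell with JQ1 (median −2.98, adjusted p over 211 families 3.5e-07, and 0.040 with an estimated correlation), among them Clec12a (from 466 to 32.8 CPM) and Clec4a2 (from 103 to 7.85 CPM).

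The albumin division parts the MR libraries, so it does not follow the groups alone, and the labels do not explain it. A candidate source is liver RNA, or reads from liver libraries, in 7 of the 12 libraries, since Alb, Apoa1 and Ttr were present together there. No test here separates the 2, and the muscle gene Acta1 was also higher in MR library 3 than in MR libraries 1 and 2. With the division as a term the interferon median in dBRD9 was −0.24, but this rests on MR library 3 alone. For DEX and iBRD9 against dBRD9 only MR library 3 set against MR libraries 1 and 2 separates the division from the group.

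The first pattern weighed was the lower interferon response with dBRD9 (median −0.20). Bias by transcript length, as implied by the deposited counts and FPKM, was argued against by 0 of 10000 length- and expression-matched lists with a median as low (matched median 0.032). Length, GC and expression together were argued against by nearest genes with a median of 0.0094. This length need not be that of the transcripts expressed, and a bias by the latter was not tested. Variation between cultures that the labels do not name cannot be told apart from the compound: the list's mean log2 CPM spanned 0.149 among the MR libraries and 0.181 among the dBRD9 libraries, against a group difference of −0.20. The liver division stays open as well: the median was −0.24 with the term, but between libraries the list's mean differed by −0.22 ± 0.13 with it and −0.20 ± 0.087 without (± SE).

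The second was the lower respiratory chain and ribosomal protein genes in DEX and iBRD9 than in dBRD9 (median −0.26). For bias by the same transcript length 0 of 10000 matched lists were as low (matched median −0.087). For length, GC and expression together nearest genes had a median of −0.082, so trends with these measures account for at most part of it. The length implied by counts and FPKM need not be that of the transcripts expressed, so a bias by the latter is not bounded here. The list's mean spanned 0.113 among the MR libraries and 0.259 within a group at most, against a difference of −0.29, so variation between cultures cannot be told apart from the compounds. Nor can the liver division: the median was −0.25 with the term, but between libraries the list's mean differed by −0.27 ± 0.18 with it and −0.29 ± 0.093 without.

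The third was the fall of neutrophil markers with JQ1. Fewer cells of the neutrophil lineage would lower all markers alike only if no other cells here expressed them, which was not tested. The log2 fold changes of 11 markers, leaving out Camp after its value was seen, ranged from −4.20 for Mpo to −0.74 for Lcn2. Their standard deviation was 0.937 against a root mean square error of 0.206. The unequal falls argue against an equal loss of cells that alone carry these markers. A few genes taking more of the counts would move all other genes by 1 factor and leave the list at their median, but it lay −2.13 from the median of all genes, a distance that no scaling alters. Fewer cells of the neutrophil lineage, with other sources for some markers, stays open. So do a loss that differs by stage of maturation and regulation by JQ1 within the lineage, and none of these was tested.

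The 10 splits of 3 libraries against 3 cannot give a share under 0.05. The 6-library fits called 776, 6687, 1054, 6756 and 849 genes for dBRD9, JQ1, and DEX and iBRD9 against MR, JQ1 against dBRD9, and DEX and iBRD9 against dBRD9, where the highest of the other splits called 1, 0, 0, 0 and 1, so that 1 split of each 10 was as large. The other splits mix the groups, which raises the spread and lowers the calls when groups differ for any cause, the liver division included. Their low counts are therefore no evidence for the compounds.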
